# *Mmp13* deletion in mesenchymal cells increases bone mass and may attenuate the cortical bone loss caused by estrogen deficiency

**DOI:** 10.1038/s41598-022-14470-w

**Published:** 2022-06-17

**Authors:** Filipa Ponte, Ha-Neui Kim, Aaron Warren, Srividhya Iyer, Li Han, Erin Mannen, Horacio Gomez-Acevedo, Intawat Nookaew, Maria Almeida, Stavros C. Manolagas

**Keywords:** Osteoporosis, Bone

## Abstract

The protective effect of estrogens against cortical bone loss is mediated via direct actions on mesenchymal cells, but functional evidence for the mediators of these effects has only recently begun to emerge. We report that the matrix metalloproteinase 13 (MMP13) is the highest up-regulated gene in mesenchymal cells from mice lacking the estrogen receptor alpha (ERα). In sham-operated female mice with conditional Mmp13 deletion in Prrx1 expressing cells (*Mmp13*^ΔPrrx1^), the femur and tibia length was lower as compared to control littermates (*Mmp13f.*^/f^). Additionally, in the sham-operated female *Mmp13*^ΔPrrx1^ mice cortical thickness and trabecular bone volume in the femur and tibia were higher and osteoclast number at the endocortical surfaces was lower, whereas bone formation rate was unaffected. Notably, the decrease of cortical thickness caused by ovariectomy (OVX) in the femur and tibia of *Mmp13f.*^/f^ mice was attenuated in the *Mmp13*^*ΔPrrx1*^ mice; but the decrease of trabecular bone caused by OVX was not affected. These results reveal that mesenchymal cell–derived MMP13 may regulate osteoclast number and/or activity, bone resorption, and bone mass. And increased production of mesenchymal cell-derived factors may be important mediators of the adverse effect of estrogen deficiency on cortical, but not trabecular, bone.

## Introduction

During the last 10 years, we and others have elucidated in genetic mouse models that the protective effects of estrogens on trabecular and cortical bone mass are mediated via ERα actions on distinct cell types: hematopoietic and mesenchymal lineage cells, respectively^1,2^. In trabecular bone direct estrogen actions on osteoclast decrease their number by promoting apoptosis. More recently, we showed that this direct effect likely results from decreased expression and activity of mitochondria complex I genes, “oxidative phosphorylation” and respiration (oxygen consumption rate) and it requires Bak and Bax, two members of the Bcl-2 family of proteins that are critical for mitochondrial apoptotic death^3^. In the cortical bone compartment, however, estrogens decrease osteoclast number indirectly by suppressing the expression of pro-osteoclastogenic factors produced by cells of the mesenchymal lineage. In support of this latter mechanism of action, we have also recently shown that in mice with conditional deletion of *Cxcl12* in *Prrx1* cells, the loss of cortical, but not trabecular, bone mass caused by estrogen deficiency is attenuated^4^.

Proteolytic breakdown of extracellular matrix components plays an important role during bone remodeling. Collagen 1 and 2, the most abundant extracellular matrix components of bone and cartilage, are recycled via the activity of matrix metalloproteinase (MMP) family of enzymes. MMP13 is highly expressed in terminally differentiated hypertrophic chondrocytes and osteoblasts. Also, a mutation of the human *Mmp13* gene causes the Missouri variant of spondyloepimetaphyseal dysplasia (SEMD), a disorder characterized by abnormal development and growth of vertebrae and long bones^5^. Studies of mice with global or conditional *Mmp13* deletion have further elucidated the role of this metalloproteinase on the skeleton^6,7^. MMP13 deficiency in chondrocytes alters growth plate architecture and in osteoblasts/osteocytes increases trabecular bone mass^7,8^. Several lines of evidence have implicated metalloproteinase in bone resorption. Indeed, the stimulation of bone resorption by parathyroid hormone (PTH) requires collagenase cleavage of type I collagen^9^. In addition, MMP13 stimulates osteoclast differentiation and activation in breast tumor bone metastases^10^ and is involved in the osteolytic lesions of multiple myeloma^11^. Interestingly, the action of MMP13 in myeloma results from its ability to promote osteoclast fusion by up-regulating the fusogen DC-STAMP, independently of its enzymatic activity.

Notably, MMP13 mRNA and protein increase in the osteoblasts of ovariectomized rats; and inhibition of metalloproteinase activity attenuates the loss of bone mass induced by estrogen deficiency in mice^12,13^. This evidence has suggested that suppression of *Mmp13* by estrogens may contribute to their bone protective effects. In the work presented here, we have generated mice lacking *Mmp13* in mesenchymal lineage cells to functionally interrogate the effect of the mesenchymal cell- derived MMP13 on bone and whether MMP13 produced by these cells plays a role in the loss of bone mass caused by estrogen deficiency.

## Results

### *Mmp13* expression is downregulated by ERα

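Gene expression was measured on Illumina BeadChip arrays in calvaria cells sorted for green fluorescent protein (GFP). The GFP comes with the *Osx1-Cre* transgene, and the paper calls the sorted cells *Osx1*-positive. Of 6 arrays, 3 held RNA from cells with ERα deleted (ERα f/f;GFP:*Osx1-Cre*) and 3 held RNA from GFP:*Osx1-Cre* control cells. The total RNA was made into biotinylated cRNA, the form that is hybridized to the beads. The sample labels part the arrays into the same 3 and 3, but they name the deleted gene as *Mmp13* and the other group as wild type. The gene deleted was taken from the paper. *Mmp13* was higher, not lower, on the arrays labelled as its knockout. *Esr1*, which encodes ERα, was measured by 2 probes, and neither was detected above background on any of the 6 arrays (detection p from 0.164 to 0.984), so its deletion could not be read from these arrays. Whether its probes lie in the deleted exon is not given in the sources used here. The columns of 2 of the ERα deleted arrays share a heading and were used by their group alone, as the first and the second array with the shared heading. 
The authors took the signals of each array from BeadStudio and normalized them with the lumi package. The sorted values of the authors' normalized table lay within 0.0021 of the mean over arrays of the sorted log2 signals, which is quantile normalization on the log2 scale with no background correction. Here the scanner signals were corrected for background and quantile normalized with neqc of the limma package, and the groups were compared with limma's moderated test. Of 25697 probes on the array, 11089 were tested, those with a detection p under 0.01 on at least 3 of the 6 arrays. From 40.2% to 43.6% of the probes were detected on each array. Values are normalized log2 signals, and fold changes are those of ERα deleted cells over controls. Across the tested probes, Pearson's r was 0.991 to 0.995 between ERα deleted arrays, 0.929 to 0.982 between control arrays and 0.9 to 0.966 between the groups. These correlations are across probes, which are not independent replicates. Control replicate 2 lay apart from the other controls by over 2 log2 at 150 probes, against 79 for control replicate 3, 6 for control replicate 1 and 0 for each ERα deleted array. The number of arrays limits the precision, and the paper's text does not say whether the arrays of a group came from separate cultures or litters, so the p-values measure the spread between arrays.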

To identify estrogen target genes that regulate osteoclastogenesis indirectly, i.e., via actions on cells of the mesenchymal lineage, we performed microarray analysis of GFP sorted Osx1 + cells without or with ERα, derived from the calvaria cells of ERα^f/f^;GFP:*Osx1-Cre* mice or GFP:*Osx1-Cre* controls. The highest up-regulated gene in ERα deleted mesenchymal/stromal cells encodes the matrix metalloproteinase 13 (*Mmp13*), as shown in the heat map (Fig. 1a) and in the volcano plot (Fig. 1b). 

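*Mmp13* encodes a collagenase of bone and cartilage matrix, and its 3 probes were each higher in ERα deleted cells. Its brightest probe (ILMN_2737685) read 12.7 ± 0.26 (SD, n = 3 arrays) in ERα deleted cells and 9.35 ± 0.42 (SD, n = 3) in controls. This is a 10.2-fold difference, or a log2 fold change of 3.35 (standard error 0.24, adjusted p = 0.00048 from limma). The dimmer probe ILMN_1249336 had the largest rise of any probe, 16.4-fold, from 5.42 ± 1.0 to 9.45 ± 0.3 (log2 fold change 4.03, standard error 0.47, adjusted p = 0.0025). It was detected on 1 of the 3 control arrays. ILMN_2799267 was not detected on any control array and was at least 2.23-fold higher in ERα deleted cells (adjusted p = 0.0018). *Il1rn*, the interleukin-1 receptor antagonist, followed at 14.1-fold, from 6.58 ± 0.11 to 10.4 ± 0.04 (log2 fold change 3.82, standard error 0.1, adjusted p = 6.2e-05). *Cxcl12*, a chemokine of stromal cells that the paper discusses beside *Mmp13*, rose from 9.28 ± 0.29 to 11.13 ± 0.11 (log2 fold change 1.86, standard error 0.17, adjusted p = 0.001), and its other tested probes had log2 fold changes of 2.18 (standard error 0.39) and 2.58 (standard error 0.56). The latter was 1.93 without control replicate 2 and did not pass without control replicate 1, and neither passed without any ERα deleted array. For each of these probes every ERα deleted array lay above every control array (the smallest p of a two-sided exact permutation test for 3 against 3 is 0.1). 

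**Figure D1:**
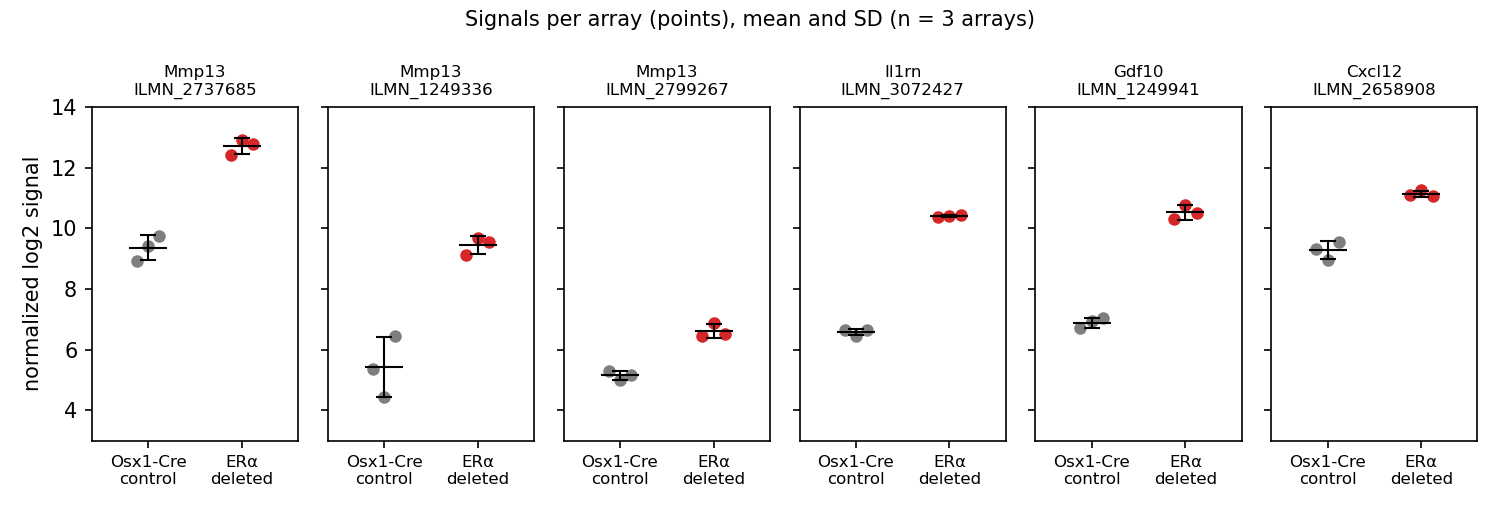
Normalized log2 signals of the *Mmp13* probes and of 1 probe each of *Il1rn*, *Gdf10* and *Cxcl12*, with 1 point per array and the mean and SD of 3 arrays per group. ILMN_2799267 is shown although it was not detected on any control array. Each ERα deleted array lies above every control array, and the controls of ILMN_1249336 are the most spread, with an SD of 1.0.

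Of 16 tested genes for metalloproteinases and their inhibitors, 4 were higher, 3 were lower and 9 did not pass the test (4 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.47). Besides *Mmp13*, *Mmp17* (log2 fold change 1.63, adjusted p = 0.0014) and *Adamts4* (0.89, adjusted p = 0.0044) rose, while the aggrecanase gene *Adamts5* fell by 1.03 on the log2 scale (adjusted p = 0.023). Of 26 tested genes for secreted regulators of osteoclast formation, 7 were higher, 9 were lower and 10 did not pass the test (9 higher and 11 lower when adjusted over the list alone, camera adjusted p = 0.82). The list holds both stimulators and inhibitors of osteoclast formation, so its counts give no net direction. The risers of this list were led by *Il1rn* and *Cxcl12*. *Ptgs2*, the inducible cyclooxygenase and not itself a secreted factor, fell by 1.66 on the log2 scale (adjusted p = 0.0033) and *Il11* by 1.53 (adjusted p = 0.0042). *Tnfsf11*, which encodes RANKL, rose by 0.73 (adjusted p = 0.015), its decoy receptor *Tnfrsf11b* also by 0.73 (adjusted p = 0.0099), and *Csf1*, which encodes M-CSF, fell by 1.24 (adjusted p = 0.0015). *Tnfsf11* and *Csf1* were picked after their values were seen. Of 27 tested genes for senescence-associated secretory factors, 9 were higher, 8 were lower and 10 did not pass the test (10 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.82). Of 13 tested estrogen receptor targets, 3 were higher and 3 were lower (4 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.71). *Igfbp4* (1.37, adjusted p = 0.0031) was among the risers, as was *Gper1* (1.43, adjusted p = 0.00054), which encodes a G protein-coupled estrogen receptor and not an established target. *Sema3a* fell by 1.01 (adjusted p = 0.0029). Macrophage and osteoclast markers were lower in the same ERα deleted arrays, 16 of the 17 tested (camera adjusted p = 8.1e-12, but adjusted p = 0.13 with an estimated correlation). Without control replicate 2, *Il1rn* had the largest rise and ILMN_1249336 ranked 3rd at a log2 fold change of 3.55, and where detection on all 6 arrays was required, *Il1rn* again led and ILMN_2737685 ranked 4th. The osteoclast regulators higher fell to 4 without control replicate 1 or the first array with the shared heading, the metalloproteinases lower were 0 or 1 without any ERα deleted array or control replicate 1 and 5 without control replicate 3, and the estrogen receptor targets lower were 1 without either array with the shared heading or control replicate 1 and 6 without control replicate 3. From the heat map and the volcano plot (Fig. 1a,b) the paper states that no transcript rose more than *Mmp13* when ERα was deleted. Together with its qPCR of ERα deleted calvaria and stromal cells (Fig. 1c) and of stromal cells from ovariectomized mice (Fig. 1d), it reads this rise as a restraint of *Mmp13* by ERα.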

The microarray findings from the GFP sorted ERα deleted *Osx1* + calvaria cells were confirmed by qPCR and reproduced in cultures of ERα deleted *Prrx1* + bone marrow stromal cells derived from ERα^f/f^;*Prrx1-Cre* mice (Fig. 1c). Moreover, the mRNA levels of MMP13 were fourfold higher in bone marrow stromal cell cultures from OVX C57BL/6 mice, as compared to sham controls (Fig. 1d). In line with our findings, ERα regulates the *Mmp13* promoter activity in synoviocytes^14^.

**Figure 1:**
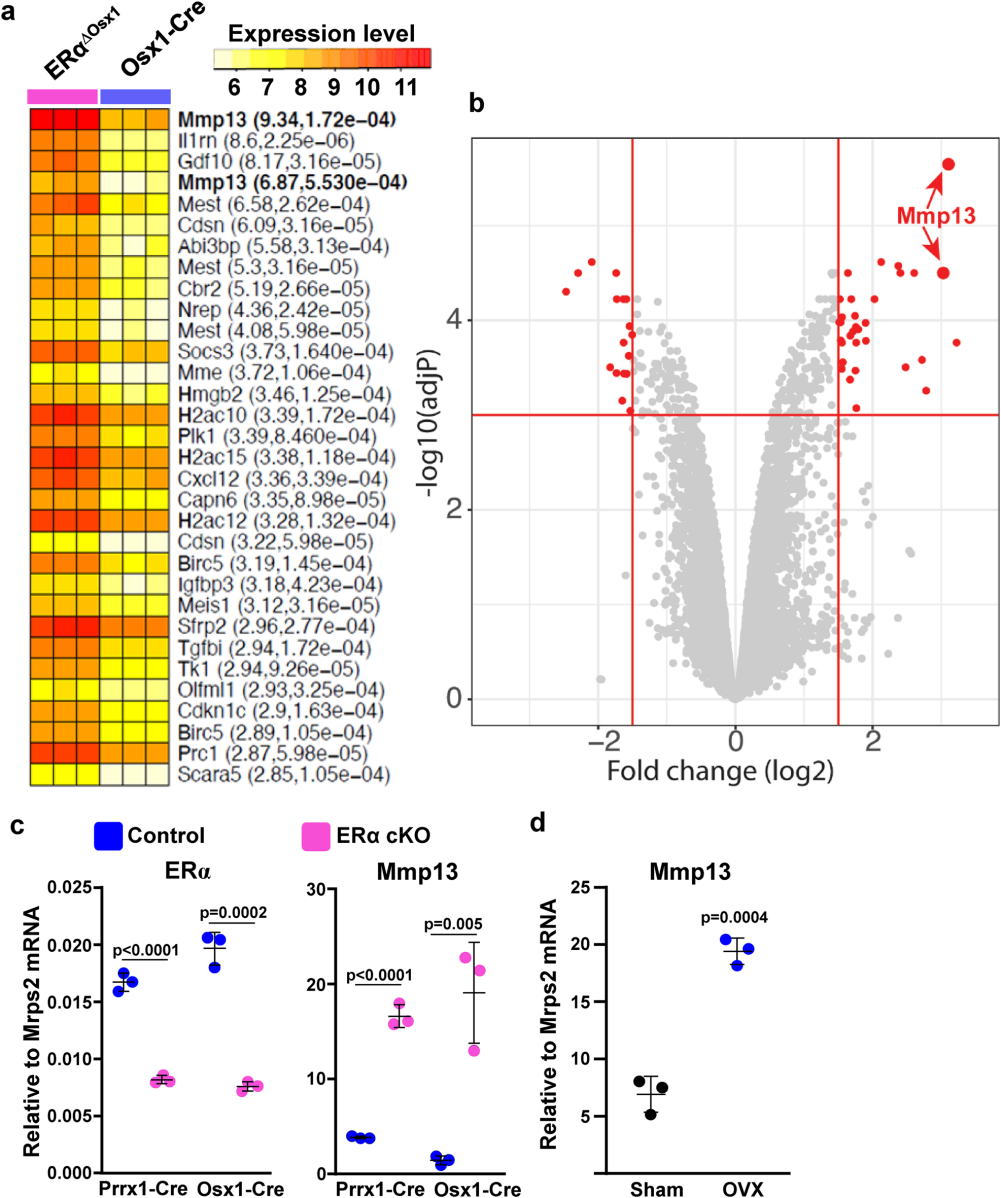
*Mmp13* is downregulated by estrogens. (**a**) Microarray analysis of GFP-sorted Osx1^+^ cells without or with ERα, derived from calvaria cells of ERα^ΔOsx1^ mice or Osx1-Cre controls. Heat map shows the normalized expression values of the top highly up-regulated genes (log2 fold change > 1.5 and adjust P values < 0.001) of individual sample. Gene names are shown on the right-side of the heatmap with fold change and adjusted p values. *Mmp13* gene, which has 2 probe sets, is in bold letters. (**b**) Volcano plots showing the profiles of differential gene expression. The gene that passed the cutoff of log2 fold change > 1.5 and adjusted P values < 0.001 are represented by red color dots. *Mmp13* gene, which has 2 probe sets is pointed to by the red arrows. (**c**) Relative mRNA levels of *ERα* and *Mmp13* in bone marrow stromal cell cultures derived from littermate control (ERα floxed) or ERα conditional KO mice (cKO) using *Prrx1-Cre;* or in calvaria cells from Osx1-Cre or ERα cKO using *Osx1-Cre*. (**d**) mRNA levels of *Mmp13* in bone marrow stromal cell cultures from ovariectomized and sham operated wild type mice (each sample is a pool of 3–4 animals from either group). Data represent mean ± S.D.; *p* values by Mann–Whitney U test.

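Of the 32 entries of the heat map, 30 were matched to a probe by gene name and by fold in the authors' normalized table. All 30 were tested and were higher in ERα deleted cells at an adjusted p under 0.05 from limma. The authors chose these entries as higher from the same 6 arrays, so their direction here is not a separate test. At the legend's thresholds 25 of them passed. *Gdf10*, a ligand of the TGF-β superfamily, rose 12.4-fold, from 6.89 ± 0.17 (SD, n = 3 arrays) to 10.52 ± 0.24, with a log2 fold change of 3.63 and an adjusted p of 0.00018 from limma. Of 29 tested genes of BMP and TGF-β signaling, 7 were higher, 4 were lower and 18 did not pass the test (7 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.46). *Tgfbi* rose by 1.71, while the activin subunit genes *Inhba* and *Inhbb* fell by 1.87 and 1.42. *Mest*, an imprinted gene, rose 8.12-fold by its brightest probe (log2 fold change 3.02) and 8.17-fold and 9.15-fold by its other probes. *Cdkn1c*, an imprinted inhibitor of the cell cycle, rose by 1.79. Of 13 tested imprinted growth genes, 3 were higher and 2 were lower (4 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.46). *Igfbp3*, a binding protein of insulin-like growth factors, rose by 2.56 while *Igf1* fell by 1.05, and of 13 tested genes of the IGF system 4 were higher and 3 were lower (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.34). *Sfrp2* and *Sfrp1*, secreted Wnt antagonists, rose by 1.62 and 1.24 and the Wnt target *Lgr5* by 1.8, among 25 tested genes of Wnt signaling of which 6 were higher and 3 were lower (7 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.46). *Socs3*, a feedback inhibitor of JAK-STAT signaling, rose by 2.03, and of 17 tested genes of that list 3 were higher and 2 were lower (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.79). Of 22 tested fibroblast, suture and tendon markers, 9 were higher and 3 were lower (9 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.055). *Abi3bp* rose 10.3-fold, *Scara5* at least 5.04-fold over controls in which it was not detected, and *Scx*, the tendon transcription factor, fell by 1.67. *Cdsn*, which encodes corneodesmosin of the epidermis, rose 11.8-fold, but of 5 tested epidermal markers 2 were higher and 2, *Sfn* and *Lor*, were lower (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.82). *Nrep* rose 9.19-fold, *Cbr2* 7.68-fold and *Mme*, which encodes neprilysin, at least 6.36-fold over controls in which it was not detected.
Of 35 tested genes of the G2 and M phases, 31 were higher, none was lower and 4 did not pass the test (31 higher when adjusted over the list alone). Their median log2 fold change was 1.3 (camera adjusted p = 2.8e-20, and adjusted p = 0.011 with an estimated correlation). *Hmgb2* rose by 2.33, the mitotic kinase *Plk1* by 1.96 and *Birc5*, which encodes survivin, by 1.87. Macrophage and osteoclast markers were lower on the same arrays, 16 of the 17 tested (camera adjusted p = 8.1e-12, but adjusted p = 0.13 with an estimated correlation). Of 35 tested S phase genes, 25 were higher and none was lower (29 higher when adjusted over the list alone), with a median of 0.85 (camera adjusted p = 5.2e-17, but adjusted p = 0.062 with an estimated correlation). *Mcm7* of the replicative helicase rose by 2.42 and thymidine kinase *Tk1* by 1.83. Of 33 tested replication-dependent histone genes, 10 were higher and 15 were lower (11 higher and 18 lower when adjusted over the list alone, camera adjusted p = 0.46, with a median of -0.29 and a mean of 0.09). With all 6 arrays, 9 of 12 H2A genes were higher and 1 was lower, while 8 of 9 H2B genes and 4 of 6 H4 genes were lower and none of these was higher. The median of the H2A genes stayed above 0 and that of the H2B genes below 0 under every alternative background and scaling. *H2ac7* rose by 1.83, *H2ac15* by 1.82 and *H2ac12* by 1.79. *H2ac7* and *H2ac15* read 11.63 and 11.63 on ERα deleted replicate 1 and 9.86 and 9.82 on control replicate 1. Signal shared between near-identical H2A genes was not tested, so the H2A genes counted may not be independent. Leaving out any ERα deleted array or control replicate 1 left 2 to 5 H2B genes lower, and without ERα deleted replicate 1, the second array with the shared heading or control replicate 1, from 6 to 9 histone genes were lower in all. The BMP and TGF-β genes higher fell to 4 without any ERα deleted array or control replicate 1, where no imprinted and no JAK-STAT gene was lower. The JAK-STAT genes higher fell to 1 without ERα deleted replicate 1, the first array with the shared heading or control replicate 1, and the fibroblast markers higher fell to 4 or 5 without any ERα deleted array. Without either array with the shared heading or control replicate 1, 2 BMP and TGF-β genes, 1 fibroblast marker and 1 Wnt gene were lower and 3 Wnt genes higher, and without control replicate 3 these lower counts were 7, 5 and 6.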

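*Serpinb2*, a plasminogen activator inhibitor gene, *Prl2c3*, *Rgs17* and *Clec4d* were among the genes that fell most in ERα deleted cells. *Serpinb2* read 8.72 ± 0.16 (SD, n = 3 arrays) in controls, was not detected on any ERα deleted array and was at least 10.1-fold lower (adjusted p = 0.00018 from limma). *Prl2c3* was at least 4.46-fold lower, and a probe that the annotation does not name (ILMN_2681913) fell by 3.1 on the log2 scale. *Rgs17*, a regulator of G protein signaling, fell by 2.81 and *Clec4d*, a lectin receptor of myeloid cells, by 2.8. *Eef1a2* was at least 4.82-fold lower and *Cxcr6* at least 5.29-fold lower, and the lymphocyte and macrophage antigen *Cd52* fell by 2.36. In all, 982 probes were higher and 1022 lower at an adjusted p under 0.05, and 74 higher and 43 lower passed the legend's thresholds. Counted by the brightest probe of each gene, 740 of 7695 genes were higher and 764 were lower, and 4 genes (*Copg1*, *Mbp*, *Mllt3* and *Mterf4*, named after their values were seen) had probes called in opposite directions. The ERα deleted and the control arrays did not overlap at 4700 probes (42.4%), where chance gives 10%. 
Of 32 tested interferon response genes, 17 were higher, none was lower and 15 did not pass the test (23 higher when adjusted over the list alone), with a median log2 fold change of 0.79 (camera adjusted p = 1.2e-08, but adjusted p = 0.52 with an estimated correlation). *Isg15* rose by 1.99, *Bst2*, which encodes tetherin, by 1.87, the chemokine *Cxcl10* by 1.76 and *Oasl2* by 1.65. The dimmer probes of *Ifit3* were among the 10 largest rises at 3.31 and 3.21 but with standard errors of 0.85 and 0.81 (adjusted p = 0.041 and 0.038), and they did not pass without any ERα deleted array or control replicate 1. With 1 array left out these rises ran from 2.47 to 4.3 and from 2.42 to 4.15. The brightest probe of *Ifit3* rose by 1.31 (standard error 0.32, adjusted p = 0.036 from limma). Of 21 tested genes of osteoblast differentiation and bone matrix, 7 were higher, 2 were lower and 12 did not pass the test (9 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.042, but adjusted p = 0.43 with an estimated correlation). *Ibsp*, which encodes bone sialoprotein, was at least 3.1-fold higher, the osteocalcin genes *Bglap2* and *Bglap* rose by 1.48 and 1.43, and *Omd*, which encodes osteomodulin, by 1.4. Of 8 tested cartilage genes, 3 were higher and none was lower (3 higher when adjusted over the list alone, camera adjusted p = 0.036, but adjusted p = 0.35 with an estimated correlation), among them *Matn4* (1.0) and *Col11a1* (at least 1.62-fold). Of 6 tested osteocyte markers, 1 was higher and 2, *Cd44* (fell by 1.81) and *Kcnk2* (fell by 0.96), were lower (1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.38). Of 17 tested macrophage and osteoclast markers, 16 were lower and none was higher in these GFP-sorted cells (16 lower when adjusted over the list alone). Their median was -1.65, or -1.56 with undetected genes at their bound (camera adjusted p = 8.1e-12, but adjusted p = 0.13 with an estimated correlation). The immunoglobulin receptor chain *Fcer1g* fell by 2.22, the macrophage receptor *Adgre1* by 2.01 and the complement gene *C1qc* by 1.85, while *Ctsk*, which osteoblast lineage cells can also express, did not pass the test (0.12). 

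**Figure D2:**
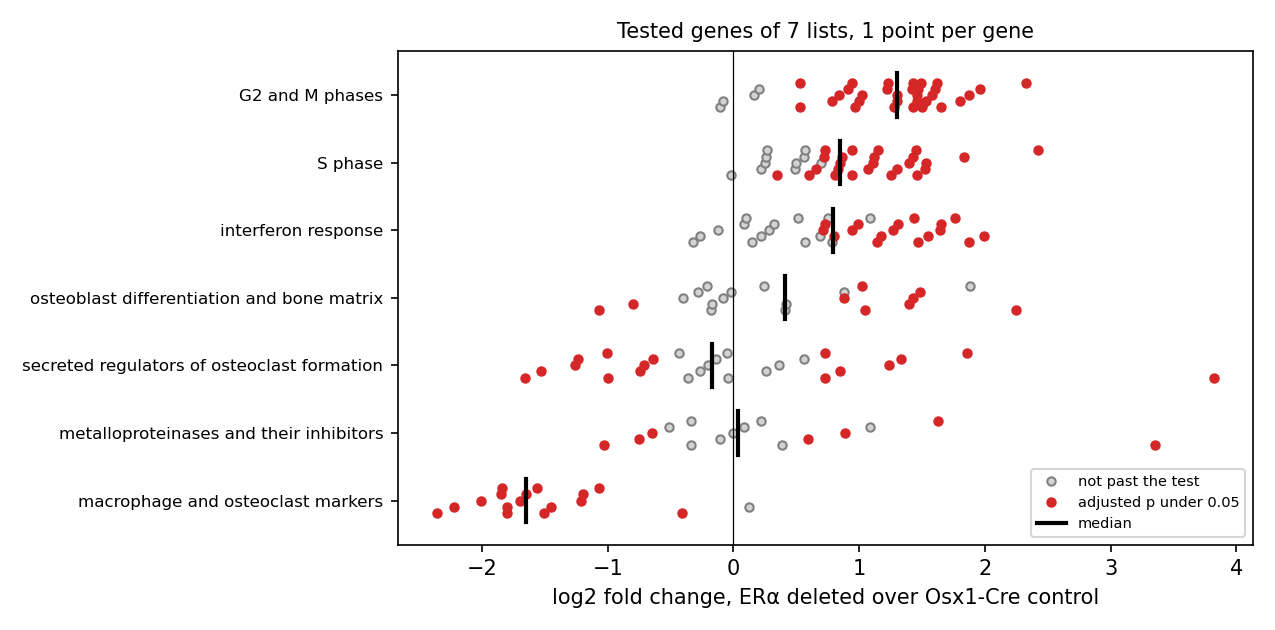
Fitted log2 fold changes of the tested genes of 7 lists, ERα deleted over *Osx1-Cre* control, with 1 point per gene, the genes at an adjusted p under 0.05 in red and the median of each list as a bar. Genes not detected in a group are drawn at their fitted value. The medians lie at 1.3 for the G2 and M phases, 0.85 for the S phase, 0.79 for the interferon response and -1.65 for the macrophage and osteoclast markers.

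Leaving out any ERα deleted array or control replicate 1 left 401 to 530 probes higher and 342 to 434 lower and none past the legend's thresholds, and leaving out control replicate 3 gave 1673 higher and 1827 lower, with 26 lower past the thresholds. The interferon genes higher were 8 and 7 without the first and the second array with the shared heading and 11 without control replicate 1, and the camera test of the bone matrix genes gave adjusted p = 0.055 without the second array with the shared heading and 0.089 without control replicate 3. That of the cartilage genes gave 0.051 without control replicate 2, and 0 osteocyte markers were higher without the first array with the shared heading or control replicate 1 and 2 without control replicate 3.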

### *Mmp13* deletion in mesenchymal progenitors decrease the length of the femur and tibia

To elucidate the role of *Mmp13* in bone homeostasis in vivo, we next generated mice with conditional deletion of *Mmp13* in mesenchymal progenitors expressing *Prrx1 (Mmp13*^ΔPrrx1^) and used floxed mice (*Mmp13f.*^/f^) as control. The *Prrx1-cre* transgene targets early limb bud and a subset of craniofacial mesenchymal stem cells. We did not detect a skull phenotype. All measurements were made in the femur and/or tibia. Please note that in the following description of the results, the p values from two-way ANOVA analysis are provided below each graph. The expression of the *Mmp13* mRNA in femur and tibia shafts was dramatically decreased in the *Mmp13*^ΔPrrx1^ mice (Fig. 2a), establishing the effectiveness of the deletion. Body weight and uterine weight were not affected by the *Mmp13* deletion (Fig. 2b,c). However, femur and tibia length was decreased Fig. 2d,e).

**Figure 2:**
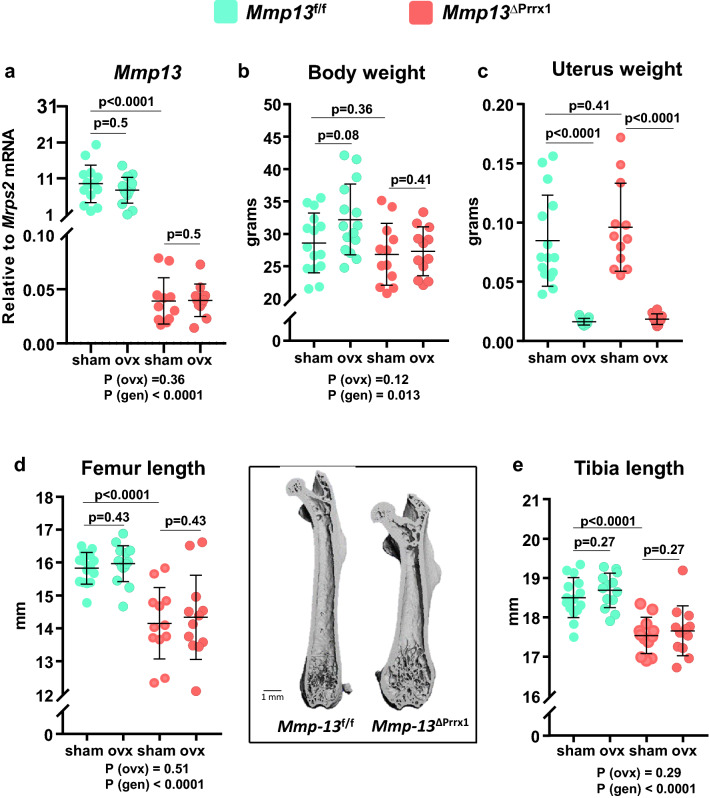
*Mmp13* deletion in mesenchymal progenitors decreases the length of both femur and tibia. Female mice with *Mmp13* deletion in *Prrx1* expressing cells (*Mmp13*^ΔPrrx1^) and control littermates (*Mmp13f.*^/f^) where either ovariectomized (OVX) or sham-operated (Sham) at 5 months of age and euthanized 8 weeks later. (**a**) *Mmp13* relative mRNA expression in femur shafts devoid of bone marrow by qRT-PCR. (**b**) Body weight and (**c**) uterine weight measured at euthanasia. (**d**) Quantification of femur length and representative micro-CT images of longitudinal femur sections of *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice and (**e**) quantification of tibia length. Data represent mean ± S.D. (n = 12–15 mice/group); *P* values by 2-way ANOVA or Kruskal–Wallis test (**c**).

In contrast to the microarray data of Fig. 1, we did not detect a change of the mRNA levels of *Mmp13* in the OVX *Mmp13f.*^/f^ or *Mmp13*^ΔPrrx1^ mice in the osteocyte-enriched bone marrow- devoid preparations we used for this measurement (Fig. 2a). As expected, OVX increased body weight in *Mmp13f.*^/f^ mice (Fig. 2b) and decreased uterine weight in *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice (Fig. 2c). Femur and tibia length was not affected by OVX in either genotype (Fig. 2d,e).

### *Mmp13* deletion increases cortical bone and attenuates the cortical bone loss caused by OVX

*Mmp13* deletion in *Prrx1* cells caused greater cortical thickness and cortical area in the femoral diaphysis as indicated by pairwise comparison between sham-operated *Mmp13f.*^/f^ and sham-operated *Mmp13*^ΔPrrx1^ mice (Fig. 3a,b). This effect was due to a smaller medullary area (Fig. 3c) while total area did not change (Fig. 3d). The greater cortical thickness with *Mmp13* deletion was less marked in the distal metaphysis of the femur (Fig. 3e) and in the diaphysis of the tibia (Fig. 3f).

**Figure 3:**
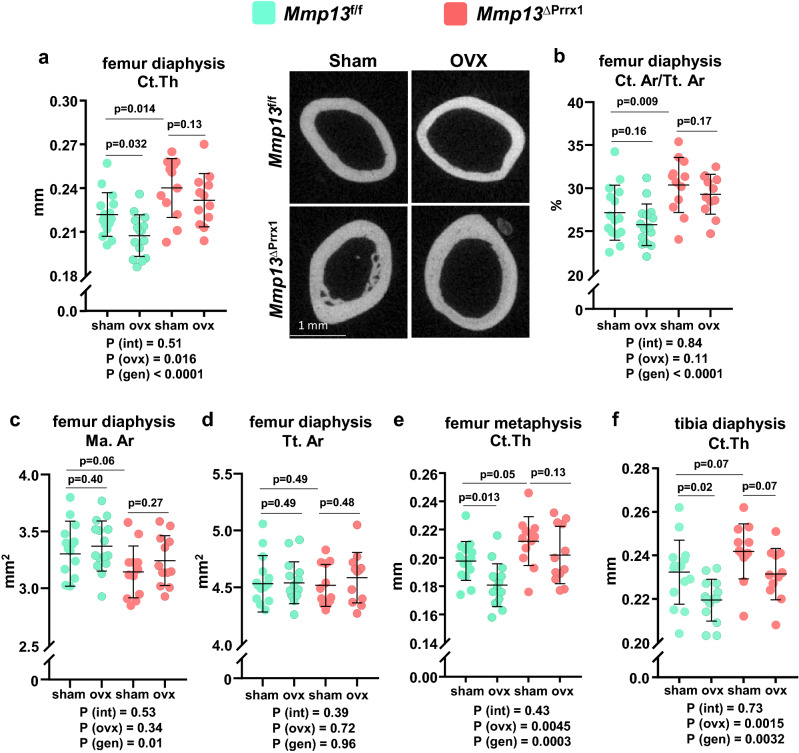
*Mmp13* deletion increases cortical bone and attenuates the cortical bone loss caused by ovariectomy. Femur and tibia cortical bone were evaluated by micro-CT. (**a**) Cortical thickness measured in diaphysis (mid-shaft) and representative micro-CT images of the same region of the femur. (**b**) Cortical area under total area, (**c**) medullary area and (**d**) total area measured in mid-shaft femur. (**e**) Cortical thickness measured at distal metaphysis of the femur. (**f**) Cortical thickness measured in the diaphysis (mid-shaft) of the tibia. Data represent mean ± S.D. (n = 12–15 mice/group); *P* values by 2-way ANOVA, interaction terms are shown below each graph.

OVX of the *Mmp13f.*^/f^ control mice decreased cortical thickness at the femoral diaphysis and distal metaphysis as well as the tibia diaphysis (Fig. 3a,e,f). Consistent with our working hypothesis, the effects of OVX on cortical bone at the diaphysis and distal metaphysis of the femur and tibia diaphysis were attenuated in the *Mmp13*^ΔPrrx1^ mice (Fig. 3a,e,f). Together, these data suggest that *Mmp13* deletion increases cortical bone mass in femur and tibia and prevents or attenuates the loss of cortical bone caused by estrogen deficiency.

### *Mmp13* deletion increases trabecular bone but does not affect the loss of bone caused by OVX in this compartment

Trabecular bone volume was higher in both the distal femur and the proximal tibia by approximately 3.7- and threefold respectively, in sham-operated *Mmp13*^ΔPrrx1^ mice as compared to sham-operated *Mmp13f.*^/f^ controls (Fig. 4a–e). This difference was due to higher trabecular number (Fig. 4b) and thickness (Fig. 4c); and was mirrored by lower trabecular separation (Fig. 4d). In several mice, trabecular bone extended to the midshaft (see lower left micro-CT image in Fig. 3a).

**Figure 4:**
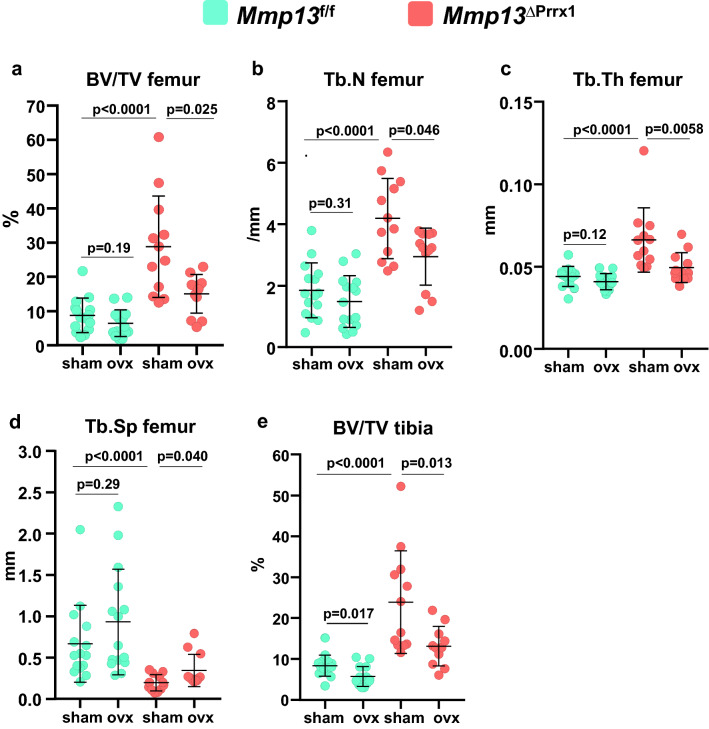
*Mmp13* deletion increases trabecular bone but does not affect the loss of bone caused by ovariectomy in this compartment. Femur and tibia trabecular bone were evaluated by micro-CT. (**a**) Trabecular bone volume and (**b**–**d**) microarchitecture at the distal metaphysis of the femur. (**e**) Trabecular bone volume at the proximal metaphysis of the tibia. Data represent mean ± S.D. (n = 12–15 mice/group); *P* values by Kruskal–Wallis tests.

As seen before^15,16^, at 6-months of age estrogen sufficient female mice have very little trabecular bone mass remaining at the distal femur (Fig. 4a). There was no discernible effect of the OVX at this site in *Mmp13f.*^/f^ mice (Fig. 4a–d). However, we observed a loss of trabecular bone mass in both the femur and tibia of the OVX *Mmp13*^ΔPrrx1^ mice (Fig. 4a,e). Collectively, these data indicate that *Mmp13* deletion increases trabecular bone mass but does not prevent the loss of trabecular bone caused by estrogen deficiency.

### *Mmp13* deletion decreases osteoclast number in cortical bone

To elucidate the cellular mechanism by which the *Mmp13* deletion increased cortical bone volume, we performed histomorphometric analysis of the endocortical surface of the femur. *Mmp13* deletion caused an approximately 50% reduction in osteoclast number and surface (Fig. 5a–c), as indicated by pairwise comparison between sham-operated *Mmp13f.*^/f^ and sham-operated *Mmp13*^ΔPrrx1^ mice. The MMP13 deletion had no effect on mineral apposition rate (MAR), mineralized surfaces (MS) or bone formation rate (BFR) (Fig. 5d–g). These findings suggest that a decrease of osteoclast number and thereby resorption are responsible for the increase of cortical bone.

**Figure 5:**
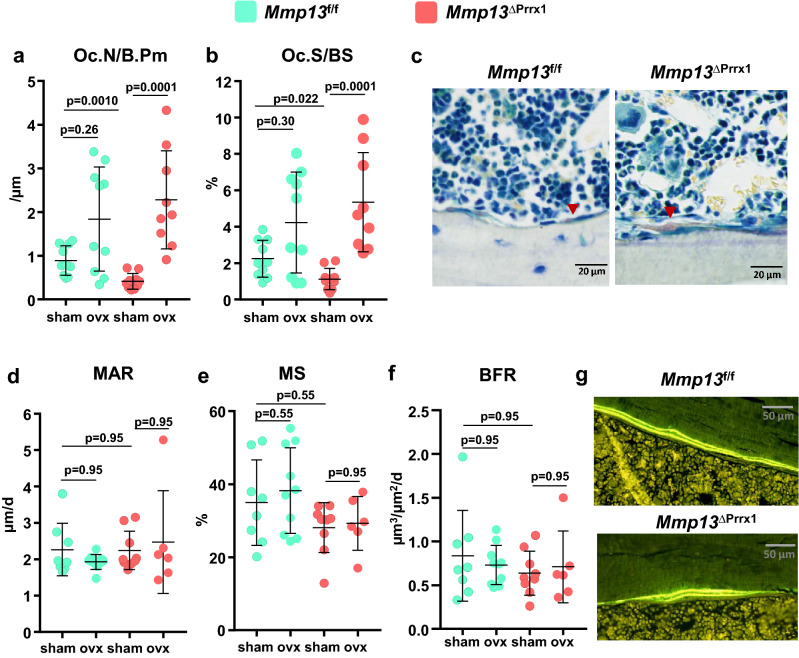
*Mmp13* deletion decreases osteoclast number at the endocortical surface of the femur. Histology and dynamic histomorphometry were evaluated at the endocortical bone surface in longitudinal undecalcified femur sections from 6-month-old female mice sham or OVX operated. (**a**) Osteoclast number per bone perimeter, (**b**) osteoclast surface per bone surface, and (**c**) representative microphotographs of osteoclasts in sections from sham animals stained with tartrate-resistant acid phosphate (*Acp5*). (**d**) Mineral apposition rate, (**e**) mineralizing surface and (**f**) bone formation rate, and (**g**) representative photomicrographs of cortical bone labeled with calcein in sections from sham animals. Data represent mean ± S.D. (n = 6–10 mice/group); *P* values by Kruskal–Wallis tests.

OVX of both *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice resulted in the expected increase in osteoclast number and surface (Fig. 5a,b), while MAR, MS and BFR were not affected (Fig. 5d–f). Surprisingly, in the OVX *Mmp13*^ΔPrrx1^ mice the increase in osteoclast number and surface was greater (5.5-fold) as compared to the OVX-induced increase in the *Mmp13f.*^/f^ mice (2-fold).

### *Mmp13* deletion increases whole-bone strength of the femur

It has been previously reported that *Mmp13−/−* mice have increased cortical bone fragility^17^. To examine bone strength in female *Mmp13*^ΔPrrx1^ mice we performed three-point bending of the femur (Fig. 6a). Despite the thicker cortices in female *Mmp13*^ΔPrrx1^ mice, the moment of inertia was not different from the controls (Fig. 6b). Nonetheless, the yield load, peak load, and stiffness were all higher in *Mmp13*^ΔPrrx1^ mice (Fig. 6c). With respect to the estimated material properties, female *Mmp13*^ΔPrrx1^ mice had increased yield stress and ultimate stress but the same modulus as compared to control mice (Fig. 6d). Material density determined by micro-CT was also not different (Fig. 6e). Therefore, and in contrast to a previous report, deletion of *Mmp13* led to an increase in bone structural and material properties.

**Figure 6:**
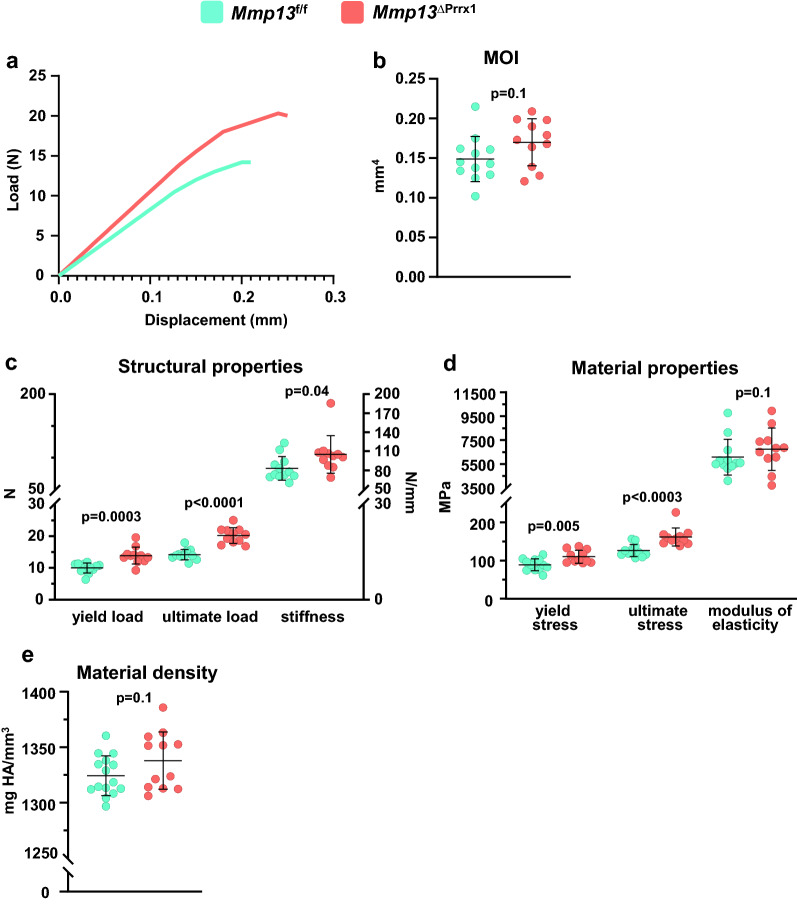
*Mmp13* deletion increase whole-bone strength in female mice. Femurs from 6-month-old *Mmp13f.*^/f^ and *Mmp13*^∆Prrx1^ female mice were tested for bone strength by 3-point bending. (**a**) Representative load *versus* displacement curve showing that femur of *Mmp13*^∆Prrx1^ mice are more resistant than control littermates. (**b**) Moment of inertia, (**c**) Structural properties, and (**d**) Material properties. (**e**) Material density by micro-CT. Data represent mean ± S.D. (n = 12–11 mice/group); *P* values by student *t* test.

### Similar to females, *Mmp13* deletion in males increases trabecular bone mass and whole-bone strength of the femur, but has no effect on cortical bone

The bone phenotype of sex steroid sufficient male *Mmp13*^ΔPrrx1^ and *Mmp13f.*^/f^ mice was analyzed at 4 and 6 month of age. Body weight was not affected by the *Mmp13* deletion at either age (Fig. 7a), but femur length decreased at 4 and 6 months of age (Fig. 7b), as it did in females. In difference to females, cortical thickness in male mice was not affected by the *Mmp13* deletion (Fig. 7c). Trabecular bone volume increased 1.4- and 1.6-fold at 4 and 6 months, respectively (Fig. 7d), but this increase was lower compared to the one we observed in *Mmp13*^ΔPrrx1^ female mice. The increased trabecular bone volume was associated with an increase in the number of trabeculae and a decrease in trabecular separation (Fig. 7e,g), but no change in trabecular thickness (Fig. 7f).

**Figure 7:**
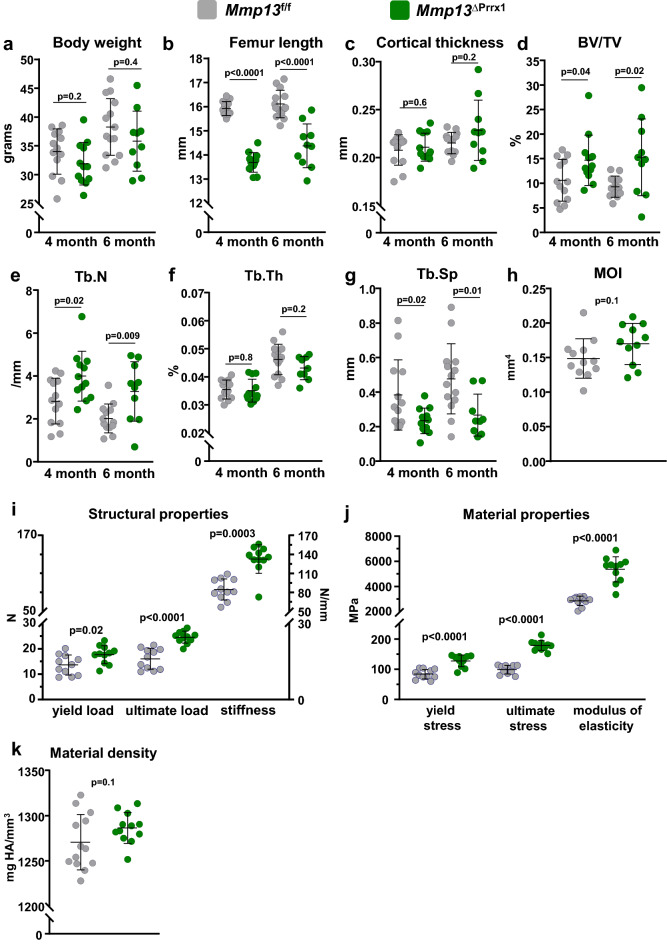
*Mmp13* deletion in males increases trabecular bone mass and whole-bone strength. Male mice with *Mmp13* deletion in Prrx1 expressing cells (*Mmp13*^ΔPrrx1^) and control littermates (*Mmp13f.*^/f^) where euthanized at 4 and 6 month of age. (**a**) Whole body weight and (**b**) femur length measured with a micrometer. (**c**) Cortical thickness at mid-shaft femur. (**d**) Trabecular bone volume and (**e**–**g**) microarchitecture at the distal metaphysis of the femur by micro-CT. (**h**–**j**) Three-point bending test in femurs from 4-month-old *Mmp13f.*^/f^ and *Mmp13*^∆Prrx1^ male mice. (**h**) Moment of inertia, (**i**) structural properties of the femurs, including yield load, ultimate load and, stiffness, (**j**) material properties of the femurs, including yield stress, ultimate stress and modulus of elasticity. (**k**) Material density by micro-CT. Data represent mean ± S.D. (n = 14–10 mice/group); *P* values by student *t* test.

Finally, similar to females, three-point bending of the femur in male *Mmp13*^ΔPrrx1^ mice revealed higher bone strength including an increase in stiffness and modulus (Fig. 7h–j), with no change in material density (Fig. 7k); but unlike females the moment of inertia was decreased in males (Fig. 7h).

## Discussion

In this paper we show that the highest upregulated mRNA in mesenchymal lineage cells lacking ERα encoded MMP13; and loss of ovarian function in mice increased the expression of the mmp13 mRNA in ex vivo bone marrow stromal cell cultures. In estrogen sufficient (sham-operated) *Mmp13*^ΔPrrx1^ mice cortical thickness and trabecular bone volume in the femur and tibia were increased as compared to littermate controls, while femur and tibia length was decreased. These bone phenotypic changes were associated with a decrease in osteoclast number, but no changes in bone formation. Moreover, the loss of cortical bone caused by OVX in the femur and tibia was attenuated in the *Mmp13*^ΔPrrx1^ mice. The effect of OVX on trabecular bone, on the other hand, was not affected. These results elucidate an important role of mesenchymal cell–derived MMP13 on osteoclast number or activity, bone resorption, and bone mass. We had previously shown that the OVX-induced loss of cortical, but not trabecular bone, was attenuated in mice with conditional *Cxcl*12 deletion in *Prrx1* expressing cells. Taken together, the functional genetic evidence obtained by these two studies suggests that increased production of mesenchymal cell-derived factors, such as CXCL12 and MMP13, are important mediators of the adverse effect of estrogen deficiency on cortical, but not trabecular, bone.

The expression of MMP13 was increased in calvaria or bone marrow derived cells from ERα conditional KO mice and in ex vivo bone marrow derived stromal cell cultures from OVX mice. In contrast, loss of estrogen with OVX did not alter the expression of MMP13 in osteocyte-enriched cortical bone shafts from the femur. These findings suggest that estrogens attenuate the expression of MMP13 in stromal cells or osteoblasts, but not osteocytes. Others have shown before that the MMP13 content of osteoblastic cells in the proximal tibia increases with OVX in the rat^12^. Furthermore, in human articular chondrocytes, estradiol suppresses the expression of MMP13^18^; and an increase in MMP13 has been associated with the deleterious effects of estrogen deficiency in osteoarthritis and intravertebral disc degeneration^19^. In contrast, estrogens may promote temporomandibular joint disorders via induction of MMP-9 and MMP13 in fibrochondrocytes^20^. In synoviocytes, ERα may regulate the expression of MMP13 through the AP-1 transcriptional regulatory site^21^. However, other transcription factor binding sites such as Runx, PEA-3 and p53 in conjunction with AP-1 appear to be critical for the transcriptional regulation of *Mmp13* in other cells^22,23^, perhaps explaining the different responses of this gene to estrogens in different bone cell types.

It has been suggested before, that stimulation of collagenase activity, particularly by MMP13, acts as a coupling factor for the activation of osteoclasts^9^. However, other reports suggest that MMP13 can stimulate osteoclast activity independent of its enzymatic activity^11^. *Mmp13* null mice are resistant to the loss of bone mass caused by multiple myeloma, though the number of osteoclasts on bone was unaffected by the MMP13 deletion^24^. In co-cultures, stromal cells derived from *Mmp13* null mice increase the number of osteoclast, however these osteoclasts are smaller and resorb less bone. This evidence along with our findings that ablation of *Mmp13* in *Prrx1* expressing cells does not prevent the increase in osteoclast caused by OVX, supports the idea that in pathologic conditions MMP13 may promote the bone resorbing activity of osteoclasts.

In line with previous evidence from *Mmp13* null mice^6^, we found that *Mmp13* deletion in the *Prrx1* targeted mesenchymal progenitors decreased the length of the femur and tibia in both male and female mice. This effect most likely results from the expansion of hypertrophic cartilage in the growth plate that occurs during development and growth and it is caused by the deletion of *Mmp13* in growth plate chondrocytes^7^, which are targeted by *Prrx1*-Cre. We also confirmed herein that *Mmp13* deletion increases trabecular bone volume in the femur and tibia. This effect was seen in both sexes. However, *Mmp13*^ΔPrrx1^ females exhibited a bigger increase than males. Deletion of *Mmp13* in *Col1*-Cre or *Dmp1*-Cre targeted cells also increases trabecular bone mass, indicating that osteoblasts and/or osteocytes are the major source of MMP13 responsible for this effect^7,8^. Nonetheless, we cannot exclude the possibility that MMP13 in cells of the mesenchymal lineage other than osteoblasts and osteocytes contributes to the changes in bone mass.

In the present report we show for the first time that *Mmp13* deletion in females increases cortical thickness; and this effect may be associated with a decrease in osteoclast number and/or activity in the endocortical surface with no changes in bone formation. Interestingly, and similar to previous reports in male *Mmp13* KO mice^17^, cortical thickness was unaffected in our male *Mmp13*^ΔPrrx1^ mice. Despite the increase in trabecular bone mass, we found no changes in osteoclast number or bone formation in trabecular bone in 6-month-old females. Nonetheless, Nakatani et al.^25^ have shown that the number of osteoclasts is severely decreased in the trabecular bone of 8-day-old *Mmp13* KO mice. Thus, it is possible that osteoclast number was decreased at an earlier age in our mice. Collectively, this evidence indicates that MMP13 is a potent stimulant of bone resorption, particularly in female mice.

It has been reported previously that male mice with global *Mmp13* deletion or osteocyte-specific *Mmp13* ablation have defective osteocyte perilacunar remodeling and decreased bone toughness^17^. Albeit, the mice with the osteocyte-specific *Mmp13* ablation exhibited incongruent changes in cortical bone biomechanical properties: decreased ultimate load but increased yield load and yield stress. The *Prrx1*-Cre transgene in our *Mmp13*^ΔPrrx1^ mice has inexorably deleted *Mmp13* in osteocytes. Yet, in contrast to these previous findings, both male and female *Mmp13*^ΔPrrx1^ mice exhibited increased femoral bone strength. We have not performed an examination of the osteocyte canalicular network in our mice, but the increase in femoral strength we found in *Mmp13*^ΔPrrx1^ mice argues against a biomechanically consequential change of the lacuna-canalicular network.

Cellular senescence is a hallmark of aging^26–29^ and a state in which cells secrete an array of pro-inflammatory cytokines, chemokines and proteases, known collectively as the Senescence Associated Secretory Phenotype (SASP)^30,31^. Work by us and others has shown that osteoprogenitors and osteocytes from old mice exhibit markers of senescence and SASP, including higher levels of MMP13 and CXCL12 and that the adverse effects of aging on murine cortical bone are due, at least in part, to cellular senescence^32–34^. As shown herein and in our previously published studies with *Cxcl12*^ΔPrrx1^ mice, both MMP13 and CXCL12 contribute to the loss of cortical bone caused by estrogen deficiency. We find it intriguing that some of the same cytokines may be responsible for the increase in osteoclast number and loss of cortical bone caused by both estrogen deficiency and old age.

In conclusion, the work described herein, adds to and fully supports a long line of evidence that MMP13 plays an important role, not only in bone development, but also during bone remodeling in postnatal life. These effects are evidently mediated by changes in osteoclast number or perhaps activity during the resorption phase of remodeling. Furthermore, *Mmp13* is a target gene of ERα signaling in mesenchymal progenitors and their descendants, such as bone marrow stromal cells, osteoblast progenitors, and matrix synthesizing mature osteoblasts. Loss of the restraining effect of estrogens on MMP13 in estrogen deficient states, such as OVX in mice and menopause in women, may therefore be an important culprit of the increased resorption associated with these states. Importantly, even though mesenchymal cell–derived MMP13 influences trabecular bone mass, it plays no role in the loss of trabecular bone caused by estrogen deficiency, highlighting the striking divergence of the cellular targets and downstream mediators of the effects of ERα activation by estrogens in cortical versus trabecular bone. Whether MMP13 plays also a role in the SASP-mediated loss of cortical bone in old age needs to be functionally investigated in future studies.

## Methods

### Animal experimentation

Mice with conditional deletion of ERα using *Osx1-* and *Prrx1-Cre* and respective littermates were generated as previously described^35^. Mice with conditional deletion of *Mmp13* in the mesenchymal lineage were generated by a two-step breeding strategy. Hemizygous *Prrx1-cre* transgenic male mice (B6.Cg-Tg(*Prrx1-cre*)1Cjt/J; Jackson Laboratories, stock #5584) were crossed with female *Mmp13* floxed (^f/f^) mice (FVB.129S-*Mmp13*^*tm1Werb*^/J, Jackson Laboratories, stock # 005710) to generate mice heterozygous for the *Mmp13* floxed allele with and without the *Cre* allele. These mice were intercrossed to generate *Mmp13f.*^/f^ (used as control) and *Mmp13*^ΔPrrx1^ mice. Offspring were genotyped by PCR using the following primer sequences: TGA TGA CGT TCA AGG AAT TCA GTT T*,* wild-type, product size 572 bp, CCA CAC TGC TCG ACA TTG, mutant, product size 372 bp and GGT GGT ATG AAC AAG TTT TCT GAG C, heterozygote, product size 372 bp and 572 bp. Offspring from all genotypes were tail-clipped for DNA extraction at the time of weaning (21 days) and then group-housed with same sex littermates. Mice were maintained at a constant temperature of 23 °C, a 12-h light/dark cycle, and had access to food and water ad libitum. All mice used in these experiments were obtained from the same group of breeders in 2 consecutive breeding cycles separated by 30 days. *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ littermate male mice were harvested and analyzed at 16 weeks (13 *Mmp13f.*^/f^ and 12 *Mmp13*^ΔPrrx1^) and 24 weeks of age (14 *Mmp13f.*^/f^ and 10 *Mmp13*^ΔPrrx1^). Twenty-week-old female *Mmp13*^∆Prrx1^ mice and *Mmp13f.*^/f^ littermates were either OVX or sham-operated after being stratified by body weight (fifteen *Mmp13f.*^/f^ and 15 *Mmp13*^ΔPrrx1^ were sham operated; 12 *Mmp13f.*^/f^ and 12 *Mmp13*^ΔPrrx1^ were OVX). Specifically, within each genotype, mice were sorted from low to high weight values. Mice were then assigned the numbers 1 and 2, successively. All animals with the same number were assigned to the same group. Weight means and standard deviation for each group were calculated and compared by *t*-test to assure that means were similar. Surgeries were performed in the morning under sedation with 2% isoflurane, as previously described^36^. Mice were injected with calcein (Sigma-Aldrich, C0876; 35 mg/kg body weight) 7 and 3 days before euthanasia for quantification of bone formation. Animals were euthanized 8 weeks after surgery and tissues dissected for further analyses. Whole body weight was measured 2 days before surgery, before calcein injections and before euthanasia. Uterine weights were obtained to confirm depletion of sex steroids. Investigators were blinded during animal handling and endpoint measurements. No adverse events occurred during surgeries, calcein injections and harvest procedures. For bone strength measurements 13 *Mmp13f.*^/f^ and 14 *Mmp13*^ΔPrrx1^ females with 26 weeks old were euthanized and femurs were harvested. All animal experiments followed ARRIVE guidelines and approved by the animal care guidelines for the Care and Use of Institutional Animal Care and Use Committees of UAMS and the Central Arkansas Veterans Healthcare System.

### Bone imaging

Right femurs and tibias from male and female *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice were dissected, cleaned from adherent muscle and fixed in 10% Millonig’s formalin, dehydrated, and kept in 100% ethanol at 4 °C. Two female tibiae were damaged during the harvest procedure and discarded. Femur and tibia lengths were measured with a micrometer followed by micro-CT analysis using a µCT40 (Scanco Medical, Bruttisellen, Switzerland). Bones were scanned at 12 µm nominal isotropic voxel size, 500 projection (medium resolution, E = 55 kVp, I = 72 µA, 4 W, integration time 150 ms and threshold 200 mg/cm^3^), integrated into 3-D voxel images (1024 × 1024 pixel matrices for each individual planar stack) from the distal epiphysis of the femur and the proximal epiphysis of the tibia towards the mid-diaphysis to obtain a number of slices variable between 650 and 690. Cortical thickness, total and medullary area of the diaphysis were determined using 18 slices at the femur and tibia mid-shafts and cortical thickness of the distal metaphysis was determined analyzing slices 300 to 350 (counting from midshaft region). Cortical analysis was performed with a threshold of 200 mg/cm^3^. Two-dimensional evaluation of trabecular bone was performed on contours of the cross sectional acquired images excluding the primary spongiosa and cortex. Contours were drawn starting 8–10 slices away from the growth plate from the distal metaphysis towards the diaphysis of the femur to obtain 151 slices (12 µm/slice), or 8–10 slices away from the growth plate of the proximal metaphysis towards the diaphysis of the tibia to obtain 120 slices (12 µm/slice). For all trabecular bone measurements contours were drawn every 10 to 20 slices. Voxel counting was used for bone volume per tissue volume measurements and sphere filling distance transformation indices were used for trabecular microarchitecture with a threshold value of 220 mg/cm^3^, without pre-assumptions about the bone shape as a rod or plate. Micro-CT measurements were expressed in 3-D nomenclature as recommended by ASBMR standard guidelines^37^.

### Histology and histomorphometry analysis

After µCT analysis, the right femurs from female *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice were embedded undecalcified in methyl methacrylate. Calcein labels and osteoclasts were quantified on both endocortical surfaces in 5 μm thick longitudinal/sagittal sections using the OsteoMeasure Analysis System (OsteoMetrics, Inc. Atlanta, GA). Osteoclasts were stained for tartrate-resistant acid phosphatase (*Acp5*) using naphthol AS-MX and Fast Red TR salt (Sigma-Aldrich). The following primary measurements were made: bone surface (BS), single label surface (sL.S), double label surface (dL.S), inter-label thickness (Ir.L.Th), osteoclast number (N.Oc, /µm), and osteoclast surface (Oc.S, %). The following derived indices were calculated: mineralizing surface (MS, %), mineral apposition rate (MAR, µm/d), and bone formation rate (BFR, µm^3^/µm^2^/d). The referent for Oc.S, MS and BFR was BS, and for N.Oc B.Pm. During dynamic histomorphometric analysis we noticed that 5 mice were missing one of the calcein injections since no double labels were observed (2 mice in *Mmp13f.*^/f^ sham group, 1 mouse in the *Mmp13*^∆Prrx1^ sham group and 2 mice in *Mmp13*^∆Prrx1^ OVX group). These mice were excluded from the analysis. All histology measurements were made in a blinded fashion. We used the terminology recommended by the Histomorphometry Nomenclature Committee of the American Society for Bone and Mineral Research^38^.

### Bone strength

Three-point bending tests were performed at room temperature, with the posterior femoral surface lying on lower supports at a 6.6 mm span. Load was applied to the anterior femoral surface by an actuator midway between the two supports, at a constant rate of 1 mm/min to failure (ElectroForce 5500, TA Instruments, New Castle, DE). Load (N) and displacement (mm) were recorded. The moment of inertia (MOI) in the midshaft of the femur was calculated using geometry measured from µCT scans (model μCT40, Scanco Medical). Yield stress, ultimate stress, and modulus of elasticity were calculated using the mechanical testing parameters, moment of inertia, and µCT measurements.

### Cell cultures

Bone marrow stromal cells from 6-month-old mice with conditional deletion of ERα using *Prrx1-Cre* and control littermates, or C57BL/6 wild-type mice undergone sham operation or OVX were obtained by flushing the tibias and femurs. Cells from 3 mice per group were pooled and cultured in α-MEM (Sigma) supplemented with 20% fetal bovine serum (FBS) (Sigma), 1% penicillin–streptomycin-glutamine (PSG) (Sigma) and 50 μg/mL ascorbic acid (Sigma) in 10 cm culture dishes for 5–7 days. Half of the medium was replaced every 3 days. Adherent bone marrow stromal cells were then re-plated in triplicate in 12 well plates at 2 × 10^5^ cells per well with ascorbic acid and 10 mM β‐glycerophosphate (Sigma) to perform qPCR assays. Calvaria cells from 3–4 day-old *Osx1-Cre* ERα deleted mice were isolated and cultured as described previously^35^.

### RNA isolation and qPCR assay

The left femur and tibia shafts from female *Mmp13f.*^/f^ and *Mmp13*^ΔPrrx1^ mice were flushed to remove the bone marrow, cleaned from adherent tissues and frozen in liquid N_2_. Frozen shafts were pulverized with a multi-well tissue pulverizer (BioSpec Products, Inc. Bartlesville, OK, USA) and frozen in Trizol at − 80 °C. Total RNA was isolated following the Trizol reagent method (Life Technologies, 15596). RNA from cultured cells from ERα *Osx1-* and *Prrx1-Cre* deleted mice and control littermates were extracted using the same methodology. RNA was reverse-transcribed using the High-Capacity cDNA Archive Kit (Applied Biosystems, Carlsbad, CA, USA). Taqman quantitative PCR was performed to determine mRNA levels of *Mmp13 and ERa* using the Mm00439491_m1 and Mm00433148_mH primers respectively, manufactured by the TaqMan Gene Expression Assay service (Applied Biosystems). The mRNA expression levels were normalized to the house-keeping gene mitochondrial ribosomal protein S2 (*Mrsp2,* Mm00475528_m1) using the ∆Ct method^39^.

### Microarray analysis

Osx1-GFP^+^ cells were sorted in an Aria II cell sorter (BD Bioscience, San Jose, CA, USA) using the EGFP fluorochrome gate (488 nm Laser; 510/20 BP). The gating strategy used for sorting GFP positive cells was to first gate on the cell population using the FSC (forward scatter) vs SSC (side scatter) dot plot. Next, we used FSC-H (height) vs FSC-A (area) dot plot to gate out doublets. Then, we used SSC vs GFP dot plot to gate on GFP positive cells using an unstained sample as a guide to draw our positive gate. The sorted cells were harvested for RNA isolation as described above. One µg total RNA per sample was hybridized to MouseRef-8 v1 Expression beadchips (Illumina, San Diego, CA) following protocols listed on the Gene Expression and Genomics Unit of the NIA (http://www.grc.nia.nih.gov/branches/rrb/dna/index/protocols.htm). Microarray florescent signals were extracted using an Illumina BeadArray 500GX reader. The data analyses of microarray were performed in R software. The signals on each sample are preprocess and normalized using lumi package^40^. The microarray data of this study is deposited at GEO database under accession number GSE191214. Raw signal intensity files from the BeadStudio of all samples – GFP-sorted Osx1^+^ cells without or with ERα, derived from calvaria cells of ERα^ΔGFP:Osx1^ mice or GFP:Osx1-Cre controls – were processed together by lumi package^40^ under R suite software. Quantile normalization was performed to make data comparable across samples. Differential gene expression between the two groups was evaluated by moderated Student’s *t* test using limma package^41^. The statistical P values were further adjusted for multiple testing using the Benjamini–Hochberg method.

### Statistical analysis

For statistical analysis and preparation of graph plots we used GraphPad Prism 9 software, and R (v. 4.0). Data are presented as dot plots with the central line representing the mean and error bars representing standard deviation. After determining that data were normally distributed and exhibited equivalent variances among groups, mean values were compared by two-way ANOVA with Bonferroni multiple comparison test or by unpaired student t-test. When data were not normally distributed, a non-parametric method was used such as Mann–Whitney U test instead of Student’s *t* test (Fig. 1c,d). In cases where data violated ANOVA assumptions (e.g., normality) we used non-parametric Kruskal–Wallis tests and *p* values were corrected for multiple comparisons using the Benjamin-Hochberg (BH) method (Figs. 2c, 4, 5). Outliers were identified and removed by the ROUTE method with a Q = 1% or by the Grubbs test with α = 5% when data is normally distributed. Exact *p* values are shown for relevant comparisons. In line with the recommendations of the American Statistical Association, summarized by Amrhein et al.^42^, a threshold value of *p* was not used to define a statistically significant effect.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

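Gene expression was measured on 6 Illumina mouse BeadChip arrays, 3 with RNA from GFP-sorted *Osx1*-positive calvaria cells with ERα deleted and 3 with RNA from cells of GFP:*Osx1-Cre* control mice. The sample labels name an *Mmp13* knockout and a wild type. The paper names these arrays as ERα deleted and control, and its naming was used. The groups of 3 are the same in both.

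The intensities are signals that the authors read with an Illumina BeadArray reader and took from BeadStudio, with a detection p-value beside each signal. No intensity is at or below 0, so no background had been subtracted. The authors then normalized the signals with the lumi package by quantile normalization. The version of lumi is not given in the sources used here. The authors' normalized table holds log2 values with a median of 6.59 for every array. The scanner signals are not normalized, and their medians ran from 85.1 to 108.9. All columns of signals were used. The scanner table and the normalized table order their probes differently, so each of the 25697 probes was linked between them by its ranks on the 4 arrays that both tables name. All probes were linked one to one, and 8 of 8 probes that the scanner table names by gene fell on a probe of that gene. The headings of 2 ERα deleted arrays are identical in the scanner table, so these arrays were used by their group and not by their replicate number.

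Probes were named from the platform's annotation, with symbols brought up to date through a RefSeq gene table of assembly GRCm38.p6. 23978 probes were matched to 1 gene each, 16590 genes in all, and 1719 probes are not listed there. No coordinates are given, since the array's annotation names no genome build.

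Scanner signals were background corrected and quantile normalized with neqc of limma 3.58.1 in R 4.3.3, with negative control statistics inferred from the detection p-values and an offset of 16. Probes with a detection p under 0.01 on at least 3 of the 6 arrays were tested (11089 probes). Groups were compared with limma's lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method over all probes tested. The threshold was an adjusted p of 0.05. The thresholds of the legend of Fig. 1, a log2 fold change of 1.5 and an adjusted p of 0.001, were applied besides. Probes not detected on any array of a group have their fold given as a lower bound, computed with the undetected group at its detection limit. The brightest probe of a gene stands for it in counts of genes and in gene lists, with the p-value adjusted over all probes. No covariate was used. Deviations from the group means were not more alike between samples of the same number (r = 0.105, -0.055 and -0.05), so the design was not treated as paired.

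Before the data were examined, 30 gene lists, the test, the alternatives and the rule for naming genes were fixed. The genes named are those the paper names for these arrays, the 10 probes with the largest rise and the 10 with the largest fall among those past the threshold with no overlap between groups, and up to 4 called members of each list. The paper's heat map had been seen by then. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, each adjusted over the 30 lists. Of the lists that camera called, only that of the G2 and M phases held with an estimated correlation. With fry all of these lists passed in the direction of camera (adjusted p from 9.7e-06 to 0.038). Lists that camera did not call passed with fry too, such as the metalloproteinases (adjusted p = 0.014) and the imprinted growth genes (adjusted p = 0.0041). Signs of camera, the median and the mean differed in some lists whose members moved both ways, and their counts are given in each direction.

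The limma test was run on simulated log2 values, drawn with independent noise around the mean of each tested probe. There 53 of 100 probes with a change of 1 log2 and 88 of 100 with a change of 2 log2 were called. None had the wrong sign, and 11 of 10889 unchanged probes were called. Background correction, normalization, the detection filter, correlated genes and the departure of control replicate 2 were not simulated. The probes given a change were far fewer than the 2004 called in the data. This makes the adjusted threshold stricter in the simulation, so the shares called there may be too low for the data. Detected probes made up 43.6%, 42.6% and 41.0% of the probes on the ERα deleted arrays and 41.7%, 40.2% and 42.9% on control replicates 1, 2 and 3. With 3 arrays per group no exact permutation test of a single probe can go below p = 0.1.

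The alternatives were no background correction, a saddle-point background fit with an offset of 50, median scaling, cyclic loess, the authors' normalized table, no filter, a looser filter (detection p under 0.05 on at least 3 arrays), a stricter filter (detection on all 6 arrays), eBayes with trend and robust, array weights, each array left out in turn, the mean of a gene's probes, and the other set tests. After the data had been seen, a replicate block on the authors' table and the authors' table with no filter were added. A block by BeadChip was not run, since the files name no chips. The 10 splits of the arrays into 3 and 3 were each fitted. Tables were prepared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 and plots with matplotlib 3.10.9. The qPCR, micro-CT and histology of the paper were not analysed here.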

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

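The tests of control replicate 2, on the macrophage markers too, and of the histone genes were chosen after those results were seen, and the tests by splits and by the markers of other cell types were set beforehand.

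Signals outside the genes the paper discusses appeared in 5 groups. In ERα deleted cells 25 of 35 S phase genes, 17 of 32 interferon response genes and 7 of 21 genes of osteoblast differentiation and bone matrix were higher, with 2 of the last lower. With an estimated correlation the camera tests of these lists did not pass (adjusted p = 0.062, 0.52 and 0.43). In the same cells 16 of 17 macrophage and osteoclast markers were lower (adjusted p = 0.13 with an estimated correlation), and so were 8 of 9 genes for histone H2B.

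The comparison of ERα deleted with control arrays called 2004 probes (3842 at an unadjusted p under 0.05), and the highest of the other splits of the arrays into 3 and 3 called 0 by limma (566 unadjusted). In 1 of 10 splits, the real one, the count was as large. 10 splits are too few to give a share under 0.05. Each other split holds arrays of both groups on both sides, so a difference between the groups widens its spread and lowers its count. Its count is therefore not the level expected without a difference.

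Macrophage markers were lower in ERα deleted cells, and the cells of both groups had been sorted for GFP. The paper describes no step that excludes macrophages by their own markers, and how far the gate removed them was not tested. *Adgre1*, *Fcer1g* and *C1qc* were detected on all 3 control arrays. The departure of control replicate 2 from the other controls does not account for the falls, since 16 markers were still lower without that array. The planned test of other cell types asked whether most tested markers of a type moved one way, and 94.1% of the macrophage and osteoclast markers were lower, but so were 3 of 4 neural and Schwann cell markers (75%) and both tested megakaryocyte markers. Among the neural markers called lower, *Mbp* had another probe called higher, and the remaining neural marker, *Gap43*, was higher. A smaller share of macrophages, or of several cell types, in the ERα deleted samples could account for a part of the falls. An effect of the deletion on these transcripts within the sorted cells was not tested and stays open.

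Control replicate 2 lay over 2 log2 below the other controls at 148 probes and above them at 2. Other levels of the transcripts in that sample would move all probes of a gene alike if those probes read the same transcripts, which was not tested. Of 930 genes whose probes all had room to fall (a mean over 7 on the other controls), 56 had a probe off by over 2 log2. In 49 of these 56 the probes parted, and in the other 7 all were off by over 1 log2 the same way. The 3 *Eef2* probes read 5.13, 4.73 and 4.88, against 9.55 to 10.89 on the other controls. In *Hspa8* a probe read 8.03 against 12.34 and 13.39 on the other controls and another read 14.21 against 14.2 and 14.18. Weaker signal over background is argued against, since the upper quartile of the signals of control replicate 2 stood 3.04 times over background, against a mean of 2.65 (SD 0.35) on the other arrays. Control replicate 3 lay over 2 log2 above the other controls at 77 probes, and the probes parted in 7 of 8 genes counted in the same way. *Col3a1* ILMN_2683958 read 6.86, 4.8 and 9.42 on controls 1, 2 and 3, against 9.55 to 9.72 in ERα deleted cells. Its other probe read 11.9 to 12.14 on the controls. At such a probe, leaving out control replicate 2 does not remove the spread between controls. RNA quality and labelling were not tested, since no such values were at hand, and what sets these arrays apart stays open. Without control replicate 2, 2234 probes were called, 1832 of them shared and of the same sign with the 2004 of all arrays.

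Of the histone genes, 9 of 12 for H2A were higher and 1 lower in ERα deleted cells (median 1.57), while 8 of 9 for H2B (median -0.65) and 4 of 6 for H4 (median -0.64) were lower, with 2 to 5 for H2B lower without any ERα deleted array or control replicate 1. More cells in S phase would raise them with the S phase genes if the labelled histone transcripts follow the cell cycle. The H2B median of -0.65 lay below 0. Whether the labelled transcripts follow the cell cycle was not tested, so the H2B median cannot decide on this account. Normalization between arrays is argued against, since the H2A median stayed above 0 and the H2B median below 0 with each other background or scaling. With cyclic loess the H2B median was -0.61. Signal shared between near-identical H2A genes, the labelling of histone transcripts, most of which lack a poly(A) tail, and an effect of the deletion were not tested.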

How the results depend on the processing

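The rise of the brightest *Mmp13* probe ran from 3.13 to 3.57 over all alternatives and that of *Cxcl12* kept its direction and its side of the threshold, and no *Esr1* probe was tested in the main setting, so none is compared. A *Mmp13* probe had the largest rise in 17 of 19 settings, but these are not separate checks. No filter, the looser filter and eBayes with trend and robust kept the main 4.03 of ILMN_1249336. No background correction, the authors' table and the settings added later all gave 3.22 for the brightest probe, which led there. With 1 array left out, probes higher numbered 401 to 1673 (982 with all arrays) and lower 342 to 1827 (1022). Past the legend's thresholds they numbered 0 to 105 (74) and 0 to 61 (43). Metalloproteinases higher numbered 3 to 6 and lower 0 to 5, osteoclast regulators higher 4 to 9 and lower 7 to 10, and interferon genes higher 7 to 21. Median scaling, under which the median of all tested probes moved to -0.17 from -0.02, gave 521 higher, 572 lower and 74 lower past the thresholds (68 higher), 2 metalloproteinases, 4 osteoclast regulators, 16 S phase and 11 interferon genes higher. Past the thresholds, higher and lower, there were 32 and 17 with no background correction and with the authors' table, 35 and 20 with the saddle-point fit, and 0 and 0 with the replicate block, which was added later and gave 613 lower at an adjusted p under 0.05. The authors' table with no filter, also added later, gave 32 and 17. Array weights, whose estimation stopped before it converged, gave 126 higher past the thresholds and 5 metalloproteinases lower. Cyclic loess gave 25 lower past the thresholds, no filter 27 and detection on all 6 arrays 28, and with the last, which tests fewer genes, 5 macrophage and osteoclast markers were lower. Signs reversed with 1 array left out for 3 probes of *Actb*, from -0.2 (without control replicate 3) to 0.75 (without control replicate 2), from -3.61 to 0.45 and from -3.44 to 0.46 (without the same arrays), and for *Gata2*, from -0.13 (without control replicate 1) to 0.03 (without control replicate 2), none of them called in the main setting. With all 6 arrays the sign reversed for the neural and Schwann cell list with fry in place of camera (adjusted p = 0.012). Of the other log2 fold changes of named probes, 43 were weaker and 1 was stronger in other settings, and 102 were weaker and 3 stronger with 1 array left out, where fewer samples were tested. The cause of the other changes was not tested. A block by BeadChip was not run. Signal over background limits what was seen, since at most 43.6% of the probes were detected on an array.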

Differences from the paper's values

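At the legend's thresholds 74 probes were higher, against about 32 in Fig. 1a, read by eye as entries of the heat map, and 43 were lower, against about 17 in Fig. 1b, read by eye as dots. Of the alternatives set before the data were examined, no background correction (32 and 17), the saddle-point fit (35 and 20) and the authors' normalized table (32 and 17) came within 1.5 times of both, and cyclic loess did for the probes lower (25). The others did not.

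Folds in the heat map are the paper's, read by eye from Fig. 1a, and 12 of the 30 compared were over 1.5 times apart from those here. *Il1rn* was 14.1-fold, against about 8.6 in Fig. 1a, and *Gdf10* 12.4-fold, against about 8.2 in Fig. 1a. The dimmer *Mmp13* probe was 16.4-fold, against about 6.9 in Fig. 1a, and *Cdsn* 11.8-fold, against about 6.1 in Fig. 1a. *Abi3bp* was 10.3-fold, against about 5.6 in Fig. 1a, and *Nrep* 9.19-fold, against about 4.4 in Fig. 1a. Probes of *Mest* were 8.17-fold, against about 5.3 in Fig. 1a, and 9.15-fold, against about 4.1 in Fig. 1a. *Mme* was at least 6.36-fold, against about 3.7 in Fig. 1a, and *Scara5* at least 5.04-fold, against about 2.9 in Fig. 1a. *Igfbp3* was 5.88-fold, against about 3.2 in Fig. 1a, and *Olfml1* 5.36-fold, against about 2.9 in Fig. 1a. All 12 came within 1.5 times of the paper's with no background correction, with the saddle-point fit and with the authors' normalized table, which holds the lumi quantile values that the paper's methods describe. Median scaling did so for *Il1rn*, *Gdf10* and the *Mest* probe at 8.17-fold. With 1 array left out, *Gdf10* did so without the first array with the shared heading or control replicate 1, this *Mest* probe without the second array with the shared heading or control replicate 3, and *Igfbp3* without control replicate 2. Under the other alternatives set beforehand that gave a value the folds stayed apart, and detection on all 6 arrays gave none for the second *Mmp13* probe, *Abi3bp*, the *Mest* probe at 9.15-fold, *Mme*, *Igfbp3* and *Scara5*.

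With the authors' table and no filter, a setting chosen after seeing the values, 32 probes were higher and 17 lower past the thresholds. The 30 entries compared are those whose folds then match the ones printed in the heat map, so this match is not a separate test. The 2 *Mmp13* probes stood at 9.34-fold and 6.87-fold. A probe named *H2ac7* by the annotation used here, at 3.39-fold, stands in the heat map as *H2ac10*, and a probe the annotation does not name, at 3.22-fold, stands there as *Cdsn*.

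The paper ranks *Mmp13* as the highest up-regulated gene. Here 1 of its probes had the largest rise (4.03), but its brightest probe (3.35) came after *Il1rn* (3.82), *Gdf10* (3.63) and *Cdsn* (3.57) and beside *Abi3bp* (3.36). In the authors' table the brightest *Mmp13* probe ranked 1st. The legend counts fewer *Mmp13* probes than the annotation, which names 3. The arrows of Fig. 1b that name *Mmp13* point near the positions that *Il1rn* (log2 fold change 3.1, minus log10 adjusted p 5.65) and *Gdf10* (3.03 and 4.5) take in the authors' table with no filter, where the *Mmp13* probes lie at 3.22 and 3.76 and at 2.78 and 3.26.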

Other observations

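Several further gene groups were measured in these cells. Of 24 tested immediate-early and dissociation-response genes, 2 were higher and 6 were lower in ERα deleted cells (3 higher and 12 lower when adjusted over the list alone, camera adjusted p = 0.042, but adjusted p = 0.57 with an estimated correlation). *Maff* fell by 1.5, the phosphatase gene *Dusp1* by 1.11 and the transcription factor gene *Klf4* by 1.1, while *Socs3* was higher. Without control replicate 3, 11 were lower, and the camera test gave adjusted p = 0.11 without control replicate 2 and 0.083 and 0.055 without the first and the second array with the shared heading. Of 58 tested genes of oxidative phosphorylation, 5 were lower and none was higher by limma (0 in either direction when adjusted over the list alone, camera adjusted p = 0.042, but adjusted p = 0.57 with an estimated correlation), led by *Uqcrb* (fell by 0.62) and *Ndufa3* (fell by 0.49). None was lower without any ERα deleted array or control replicate 1, and 9 were lower and 3 higher without control replicate 3. The camera test gave adjusted p = 0.21 without control replicate 2, 0.063 without ERα deleted replicate 1 and 0.067 without the second array with the shared heading. Of 22 tested genes of glycolysis and the hypoxia response, 4 were lower and none was higher (4 lower when adjusted over the list alone, camera adjusted p = 0.43), among them *Pkm* (fell by 0.87), *Adm* (fell by 0.78) and the hexokinase gene *Hk2* (fell by 0.66), and 0 or 1 was lower without any ERα deleted array or control replicate 1.

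Markers of other cell types gave few tested genes. Of 10 smooth muscle and pericyte markers, 3 were lower, *Myh11* (fell by 1.39), *Tagln* (fell by 0.99) and *Cspg4* (fell by 0.59), and none was higher (1 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.32), with 5 lower without control replicate 3. Of 6 muscle markers, 2 were lower, among them the acetylcholine receptor gene *Chrna1* (fell by 1.85), and none was higher (3 lower when adjusted over the list alone, camera adjusted p = 0.14), with 1 lower without either array with the shared heading or control replicate 1. Both tested megakaryocyte genes, *Ppbp* (fell by 1.82) and *Pf4* (fell by 1.12), were lower (2 when adjusted over the list alone, camera adjusted p = 0.042, but adjusted p = 0.36 with an estimated correlation and 0.078 without control replicate 3). Of 4 neural and Schwann cell markers, *Gap43* was at least 5.25-fold higher and the other 3, led by *Stmn2* (fell by 1.48), were lower (1 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.42). Among those lower, *Mbp* had another probe called higher. Of 4 adipocyte markers, *Plin4* rose by 1.68 and *Dgat2* fell by 1.1 (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.46), and none was lower without any ERα deleted array or control replicate 1. None of 4 endothelial markers and none of 3 lymphocyte, granulocyte and mast cell markers passed the test over all probes (1 higher and 1 lower of the former and 0 of the latter when adjusted over the list alone, camera adjusted p = 0.95 and 0.82). Of the endothelial markers, 1 was lower without the second array with the shared heading or control replicate 2, and 2 were lower and 1 higher without control replicate 3. Of 3 sex-linked genes, *Xist* fell by 0.53 (adjusted p = 0.047) and the others did not pass the test (2 lower when adjusted over the list alone, camera adjusted p = 0.43). *Xist* passed with 1 array left out only where that array was control replicate 3.

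Among genes used in every cell, *Mrps2*, to which the paper normalizes its qPCR, had a log2 fold change of -0.19 (adjusted p = 0.51), *Rpl13a* of -0.17 (adjusted p = 0.34) and the 2 *Gapdh* probes of -0.27 and -0.16, none past the test. Of 5 *Actb* probes none passed the test. At 2 of them control replicate 2 read 14.39 and 14.54, against 6.27 to 7.51 on the other controls.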
